A study of Homo sapiens with 32 samples. Its data were reported in "Hyperconserved Elements in Human 5′UTRs Shape Essential Post-transcriptional Regulatory Networks" (2020).

How the data were processed

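Expression was measured in 32 HEK293 libraries with a targeted amplicon panel read on a MiSeq. Per the labels' processing notes, the authors used CASAVA 1.8, Trimmomatic, Bowtie2 and SAMtools, and per the study's methods low-quality bases were trimmed at Q30 and reads were aligned to hg38 with GENCODE 27. The read counter is not given in the sources used here. The authors deposited CPM (read counts scaled to a common library total) over all 58684 features, so reads outside the panel enter the denominator and lower the CPM of every panel gene. Other values that are whole numbers, in CTRL total replicate 5, are CPM of the same deposited table, where 1 read is worth 10000 CPM.

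Every positive value was a whole multiple of its library's smallest value within 0.02 reads (100% of values in each library), which gave whole reads and library totals. In CTRL total replicates 4 and 5 and CTRL polysomal replicate 1 the values are too few for this to be a firm check. A share on the panel has an exact Clopper-Pearson 95% interval, and a gene at 0 allows up to 3 reads.

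Groups and replicate numbers came from the sample titles. The study's methods call replicates biological, in sets of 3, while the labels give 5 libraries per knock-down group and do not say which came from separate cultures, so part of the spread that p-values measure may be technical. No pair was counted as 1 sample. The lowest chi-square per degree of freedom between replicates was 1.13, for CTRL total replicates 4 and 5, whose 417 and 100 reads are too few to tell them apart. All 12 RIP libraries carry a genotype label of overexpressed RBMX, and the HA libraries were taken as controls by their titles. The descriptions of siRBMX polysomal replicates 1 and 2 carry other numbers than their titles, and titles were used.

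The 101 candidate genes came from lists of homeobox families and controls fixed before the data were examined, and the panel was the 57 with a mean of at least 10 CPM over all libraries. The authors' list of 50 amplicons and the amplicon positions were not used here, so some of the 57 genes may lie outside the amplicon panel. This holds most for low genes such as DLX6, MEIS1 and MEIS2, whose highest values in any library were 228, 222 and 75.4 CPM. Values were analysed as log2(CPM + 10), so a change of a low gene is understated. Knock-down and fraction comparisons used an exact two-sided Wilcoxon rank-sum test over all assignments, whose smallest p with 5 against 5 is 0.00794, with Benjamini-Hochberg adjustment over the panel, an adjusted p of at most 0.1 and an absolute log2 change of at least 1. The interaction, the RIP ratios and the inputs used limma 3.58.1 in R 4.3.3 with adjusted p of at most 0.1. FE followed the study's formula, pairing replicates by number. Each list of at least 3 members was compared with the other panel genes by the difference of medians under 100000 resamples, adjusted over 9 lists. HOXD and the controls had too few members. The HOXA list of 9 held 8 HOXA genes and EVX1, a homeobox gene beside the cluster. edgeR 4.0.16 quasi-likelihood tests on recovered reads were an added alternative, run for the knock-down and fraction comparisons without the 3 libraries of few reads. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

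Single values of some panel genes are not reported here, although counts and medians over the panel include them. Named genes were RBMX, FYN, HNRNPM and HOXC10 always, every called gene up to 25, or the 10 with the lowest p where fewer than 10 passed. For FE they were the 15 highest geometric means among genes with FE of at least 2 in all 3 replicates and at least 100 CPM in the inputs, and the 5 lowest. CUX1 and the genes called without the 3 libraries of few reads were chosen after their values were seen.

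Alternatives planned before the data were examined covered the pseudocount, the filter, the scaling, the test, the replicate block, each library left out and the threshold. Leaving out libraries under 10 reads per panel gene (the study's minimum) or under 20% of reads on the panel, a 45-gene panel (median of at least 100 CPM) and edgeR were added after the data were seen. HOXC4, HOXC5 and HOXC6 share transcribed exons and RBMX has near-identical copies, so their values are uncertain where reads could be split.

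The tests were tested on simulated data with 57 genes, 20 of them changed, at the real library sizes and a dispersion of 0.2. Real CTRL total libraries of at least 10 reads per panel gene varied widely, with HOXA5 at 21801 ± 21956 CPM (SD, n = 3). The rates below hold for the simulated spread alone. For 16-fold changes the rank-sum test recovered 60% of 10 genes in total and 60% in polysomal RNA, the limma interaction 20%, the limma RIP test 90% and the limma input test 100%, with 1, 0, 0, 1 and 2 false calls. For 4-fold changes the values were 30%, 40%, 0%, 60% and 80%. edgeR with all reads as library size, here on all 10 simulated libraries, recovered 100% at both sizes in total and polysomal RNA, with 3 and 0 false calls. With TMM factors it recovered 100% and 80% of 4-fold and 100% and 100% of 16-fold changes, with 4 and 1 false calls.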

Results

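The data were 32 targeted RNA-seq libraries from HEK293 cells, a human embryonic kidney cell line. A custom amplicon panel was read, made mostly of homeobox genes, which encode transcription factors of body patterning. Knock-down cells had received a mix of siRNAs against RBMX, a nuclear RNA-binding protein, at 25 nM, or a control siRNA (CTRL). Total RNA and polysomal RNA, the fraction that sediments with translating ribosomes, were each read in 5 CTRL and 5 siRBMX libraries. For the RNA immunoprecipitation (RIP), cells had received 2 µg of a plasmid for HA-tagged RBMX or a control plasmid (HA), and 3 input and 3 immunoprecipitate (IP) libraries were labelled for each. The genes analysed were the 57 candidate genes with a mean of at least 10 CPM (read counts scaled to a common library total).

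Library depth ranged from 100 to 2760039 reads. The siRBMX total libraries held 62833 to 2760039 reads and the siRBMX polysomal libraries 264409 to 811500. The CTRL total libraries held 100 to 305993 reads and the CTRL polysomal libraries 143 to 566318. Fewer than 10 reads per panel gene were found in 3 libraries, namely CTRL total replicates 4 and 5, with 417 and 100 reads, and CTRL polysomal replicate 1, with 143 reads. The HA IP libraries held 19355 to 110744 reads and the RBMX IP libraries 216794 to 1087937. The share of reads on the panel was 92.3% ± 5.38 (SD, n = 5) in siRBMX total and 64.1% ± 36.1 (SD, n = 5) in CTRL total RNA. It was 86.1% ± 19.2 (SD, n = 5) in siRBMX polysomal and 50.1% ± 31.3 (SD, n = 5) in CTRL polysomal RNA. In the RIP it was 95.4% ± 1.84 (SD, n = 3) in the RBMX IP and 48.6% ± 26.9 (SD, n = 3) in the HA IP. The inputs went the other way, with 77.4% ± 14.7 (SD, n = 3) in the RBMX input and 91.2% ± 3.98 (SD, n = 3) in the HA input. Adjusted over these contrasts, exact two-sided rank-sum tests gave p = 0.151 for total RNA and 0.133 each for polysomal RNA, the IPs and the inputs. With 3 against 3 libraries the smallest unadjusted p is 0.1, which the IPs and the inputs both had. The RBMX IP shares (at least 93.6%) all lay above the HA IP shares (at most 67.1%). The lowest share was 6.57% in CTRL total replicate 1 (exact Clopper-Pearson 95% interval 6.46% to 6.69%). Such intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

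**Figure D1:**
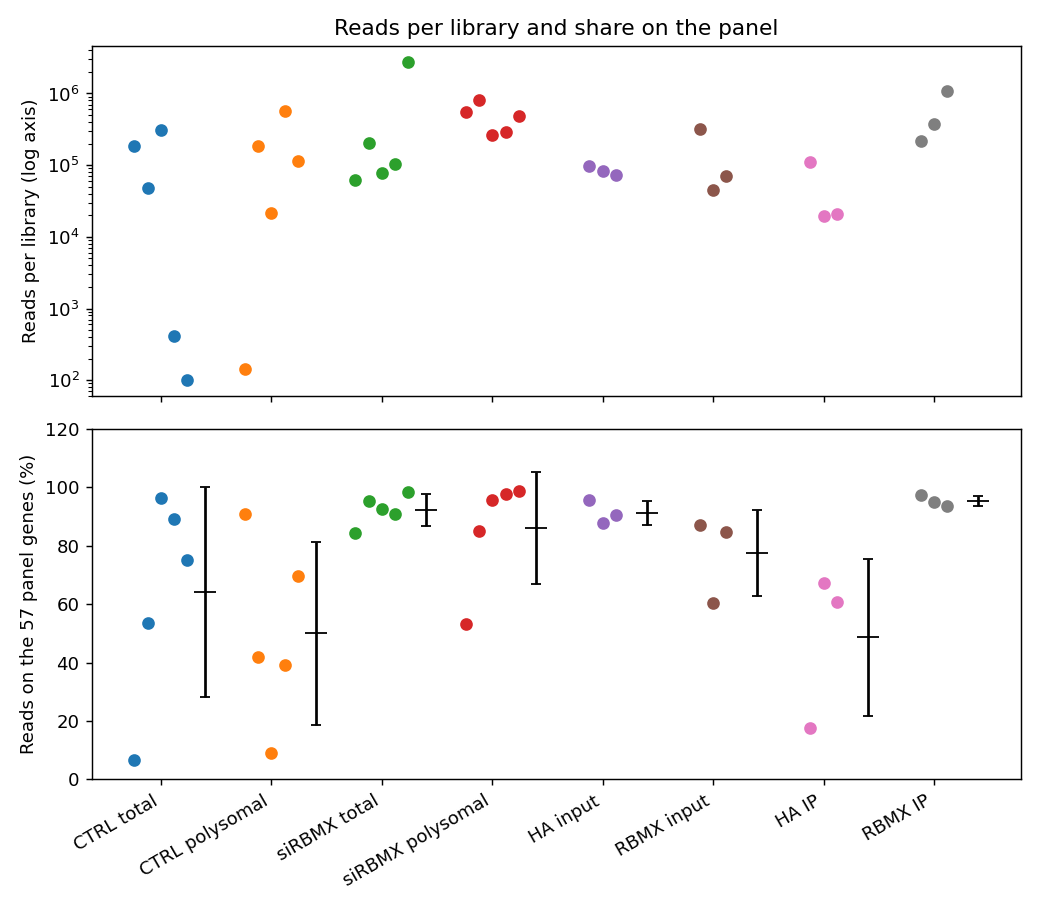
Reads per library on a log axis (top) and percent of reads on the 57 panel genes (bottom), with 1 point per library and, beside each group, its mean with SD bars. The CTRL groups span 100 to 566318 reads, and the HA IP share averages 48.6% against 95.4% in the RBMX IP.

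The targeted gene was examined first. RBMX (ENSG00000147274, chromosome X, 136848004 to 136880764 on the minus strand of GRCh38 in GENCODE 29) stood at 1194, 11130, 21170 and 7194 CPM in CTRL total replicates 1 to 4 and was listed at 0 in replicate 5, where 100 reads allow up to 30000 CPM. In siRBMX total RNA it stood at 1703, 2356, 3391, 2433 and 6492 CPM. In CTRL polysomal RNA it was listed at 0 in replicate 1 and stood at 5122, 1395, 3138 and 5960 CPM in the others, against 2450, 2118, 1880, 2375 and 1433 CPM in siRBMX polysomal RNA. On CPM the log2 differences were 0.68 ± 2.03 and 0.93 ± 1.73 (SE, n = 5 and 5), and neither passed the exact rank-sum test (adjusted p = 0.915 and 0.803). Their signs turned scaled to HNRNPM (-0.22 and -0.15), to the panel total (-0.21 and -0.14) and on CPM without the libraries of few reads (-1.16 and -0.75). Without the 3 libraries of few reads and relative to the panel total, RBMX had a log2 difference of -2.67 ± 0.31 (SE, n = 5 and 3) in total RNA and -2.15 ± 0.35 (SE, n = 5 and 4) in polysomal RNA. Every siRBMX library then lay below every CTRL library, and the exact p-values of 0.0357 and 0.0159, the smallest these sizes allow, became 0.226 and 0.113 after adjustment over 57 genes.

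**Figure D2:**
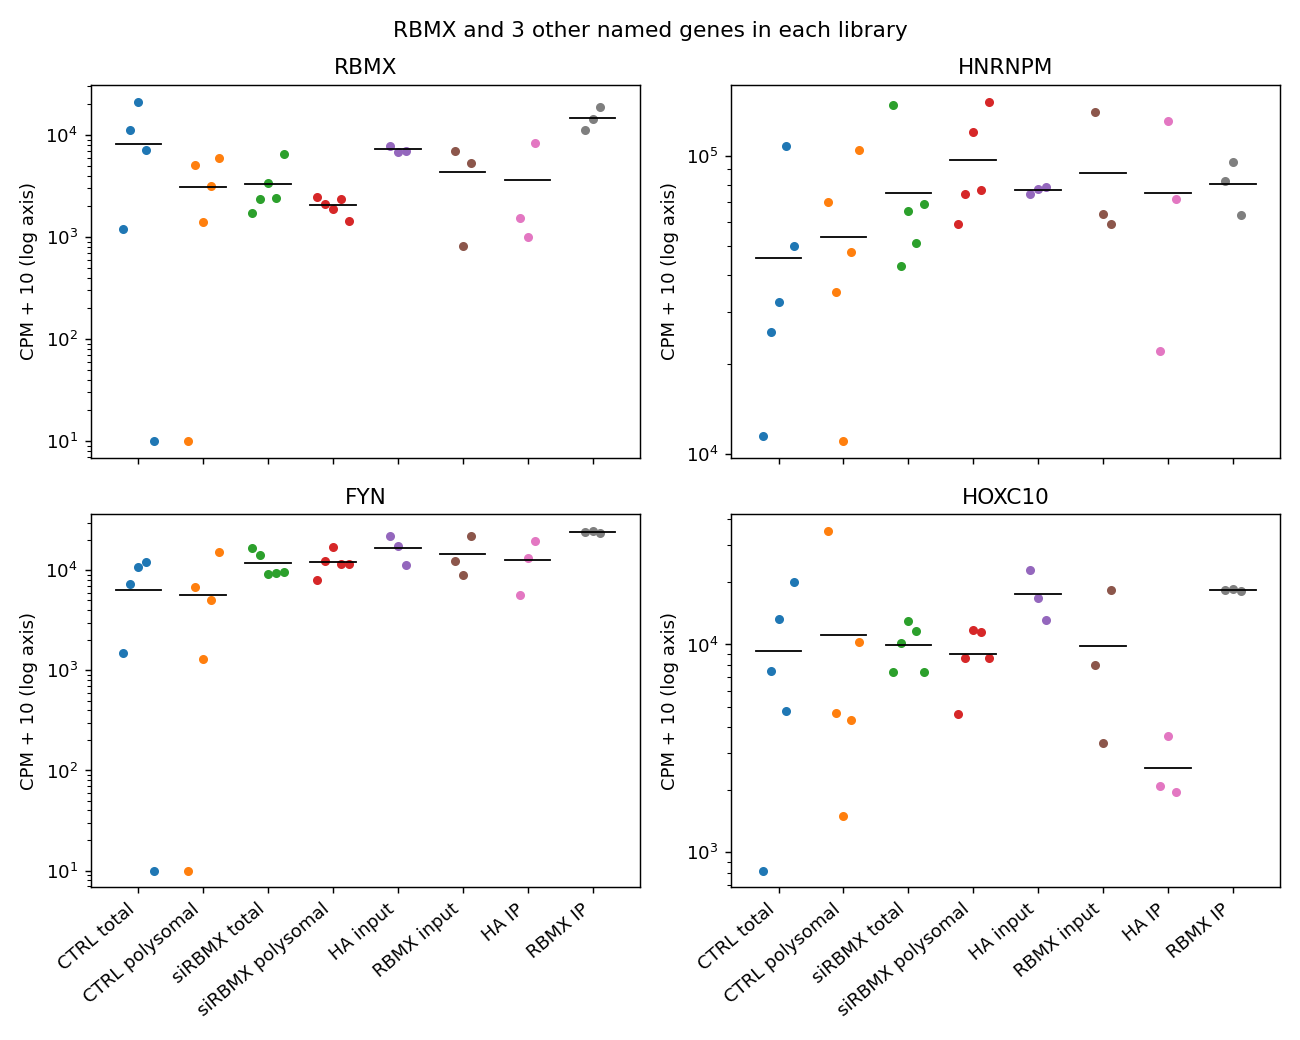
CPM plus 10 on a log axis for RBMX, HNRNPM, FYN and HOXC10, with 1 point per library and a line at each group mean. RBMX is listed at 0 in CTRL total replicate 5 and CTRL polysomal replicate 1, and HOXC10 lies between 1947 and 3617 CPM in the 3 HA IP libraries.

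The first comparison asked which homeotic mRNAs changed in total RNA when RBMX was depleted. No gene passed the thresholds (adjusted p of at most 0.1 and an absolute log2 change of at least 1). In the exact rank-sum test 5 genes had an unadjusted p under 0.05. They were POU2F1, which encodes a broadly expressed octamer-binding factor, at a log2 difference of 3.67 ± 2.26 (SE), HOXA5 at 3.77 ± 2.26, HOXD10 at 1.43 ± 0.96, POU4F1 at 2.40 ± 1.56 and SIX6, an eye development gene, at 4.25 ± 1.41, each with n = 5 and 5 and an adjusted p of 0.362. Among the next values were 3.37 for NKX2-2, 1.99 for HOXA7, 4.23 for HOXA2 and 4.20 for DLX5. NKX2-2, HOXA2, DLX5 and SIX6 were listed at 0 in CTRL total replicates 4 and 5, and POU2F1, HOXA5 and POU4F1 in replicate 5. The pseudocount thus set part of their values. Without these 2 libraries of few reads, NKX2-2, HOXA2 and DLX5 had 1.31, 1.64 and 1.55 on CPM. POU2F1, HOXA5, POU4F1 and SIX6 then had 1.91, 2.01, 1.02 and 3.23, while HOXD10 and HOXA7 had 2.16 and 2.88. With all 10 libraries the controls FYN, a tyrosine kinase, HNRNPM, a splicing factor, and HOXC10 had 2.76, 0.96 and 0.68. On CPM 9 of 9 members of the HOXA list (8 HOXA genes and EVX1, a homeobox gene beside the cluster) had positive values (median 1.55), as had 4 of 5 HOXB, 6 of 6 HOXC and 5 of 5 NKX members, but scaled to HNRNPM only 6, 0, 2 and 2 had. Medians were 0.73 for HOXB, 0.88 for HOXC, 0.51 for NKX, 2.11 for POU, -0.18 for DLX and MEIS, 1.00 for the other homeobox genes, 0.74 for the homeodomain-like genes and 0.93 for the homeotic genes with a conserved 5′UTR element. With all 10 libraries no list differed from the remaining panel genes (lowest adjusted permutation p = 0.457), and adjusted over the list alone only the POU family had passing members, numbering 2. Without the 2 CTRL total libraries of few reads the DLX and MEIS families had a median of -1.03 against 1.23 (adjusted permutation p = 0.0185). DLX6, MEIS1 and MEIS2, which may be off-panel genes, had -1.54, -1.03 and -1.28 there, while DLX5 and DLX1 had 1.55 and 0.09. DLX6 and MEIS2 were highest (228 and 38.0 CPM) in CTRL total replicate 1, the library with the smallest panel share, and MEIS1 in replicate 2 (83.1 CPM). limma also called 0 genes, with 7 at an unadjusted p under 0.05, and edgeR, run on recovered reads without the libraries of few reads, called 0 with all reads as library size. With TMM factors over the panel, edgeR called 3 genes up and 5 down, RBMX among the latter at -2.52. The median log2 difference over the panel was 0.83 on CPM and -0.03 relative to the panel total.

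The polysomal comparison asked which homeotic mRNAs changed on ribosomes. With all 10 libraries no gene passed, although 13 genes had an unadjusted p under 0.05 in the exact rank-sum test (lowest adjusted p = 0.139). The genes with the lowest p were HOXB3 at a log2 difference of 3.16 ± 1.94 (SE), HOXB7 at 1.75 ± 0.58, HOXD10 at 1.59 ± 0.59, HOXA5 at 1.56 ± 0.61, HOXC6 at 1.24 ± 0.42 and ISL2, a motor neuron gene, at 1.24 ± 0.48. HOXA13, HOXC4, HIPK1 and POU2F1 followed at 3.01, 2.24, 1.75 and 1.26, and FYN, HNRNPM and HOXC10 had 3.01, 1.10 and 0.42. limma called 0 genes, with 12 at an unadjusted p under 0.05, and 4 genes up with the replicate block (lowest adjusted p = 0.0559). HOXB3, HOXA13 and FYN were listed at 0 in CTRL polysomal replicate 1, so the pseudocount set part of their values. Without that library they had 1.275, 1.40 and 1.21, while HOXC4, HIPK1 and POU2F1 had 2.80, 2.18 and 1.49.

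Leaving out CTRL polysomal replicate 1, the library of 143 reads, made 20 genes pass, 18 up and 2 down (exact rank-sum test, adjusted p of 0.0823 or 0.0905). It is the polysomal library that a minimum of 10 reads per panel gene removes, a choice made after the data were seen. When CTRL polysomal replicate 3, with 1936 of its 21502 reads on the panel, was left out as well, 0 genes passed (lowest adjusted p = 0.157, with 13 at an unadjusted p under 0.05). With 5 against 3 libraries the smallest exact p is 0.0357, which 13 genes cannot bring to an adjusted p of 0.1 over 57 genes. This loss of calls therefore cannot tell a lost effect from a smaller group. The values that follow are without replicate 1 alone. HOX genes made up 12 of the 18. HOXA5 rose from 13510 ± 7728 to 42527 ± 11107 CPM (SD, n = 4 and 5), HOXA7 from 17535 ± 12052 to 72599 ± 16304, and HOXB7 from 1543 ± 595 to 6834 ± 1790. By cluster list, 5 of 9 HOXA (EVX1 not among the 5), 3 of 5 HOXB and 3 of 6 HOXC members rose and none fell. Adjusted over the list alone the passing members were 6, 4 and 3. Outside the clusters, DLX5 rose from 799 ± 340 to 2433 ± 263 CPM and HIPK1, a kinase, from 12472 ± 8677 to 44480 ± 14282. MEIS1 fell from 76.6 ± 73.0 to 9.69 ± 12.1 CPM and MEIS2 from 44.1 ± 24.1 to 8.56 ± 11.5. Both may lie outside the panel, and MEIS1 was highest (186 CPM) in CTRL polysomal replicate 3, the library with the smallest panel share of these. In CTRL and siRBMX polysomal RNA with all 10 libraries, off-panel housekeeping genes summed to 588 ± 473 and 290 ± 516 CPM (SD, n = 5 and 5) and markers of other cell types to 176 ± 168 and 48.9 ± 68.5 CPM, differences within the SD that were not tested. HNRNPM had 1.29 ± 0.72 in the same libraries and did not pass (adjusted p = 0.211). Relative to the panel total no gene passed (16 at an unadjusted p under 0.05), and the median over the panel moved from 1.19 to -0.21. Leaving out siRBMX polysomal replicate 1 from the full set gave 12 genes up, and edgeR, without replicate 1, with all reads as library size called 8 up and 2 down. With TMM factors it called 4 up and 6 down.

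**Figure D3:**
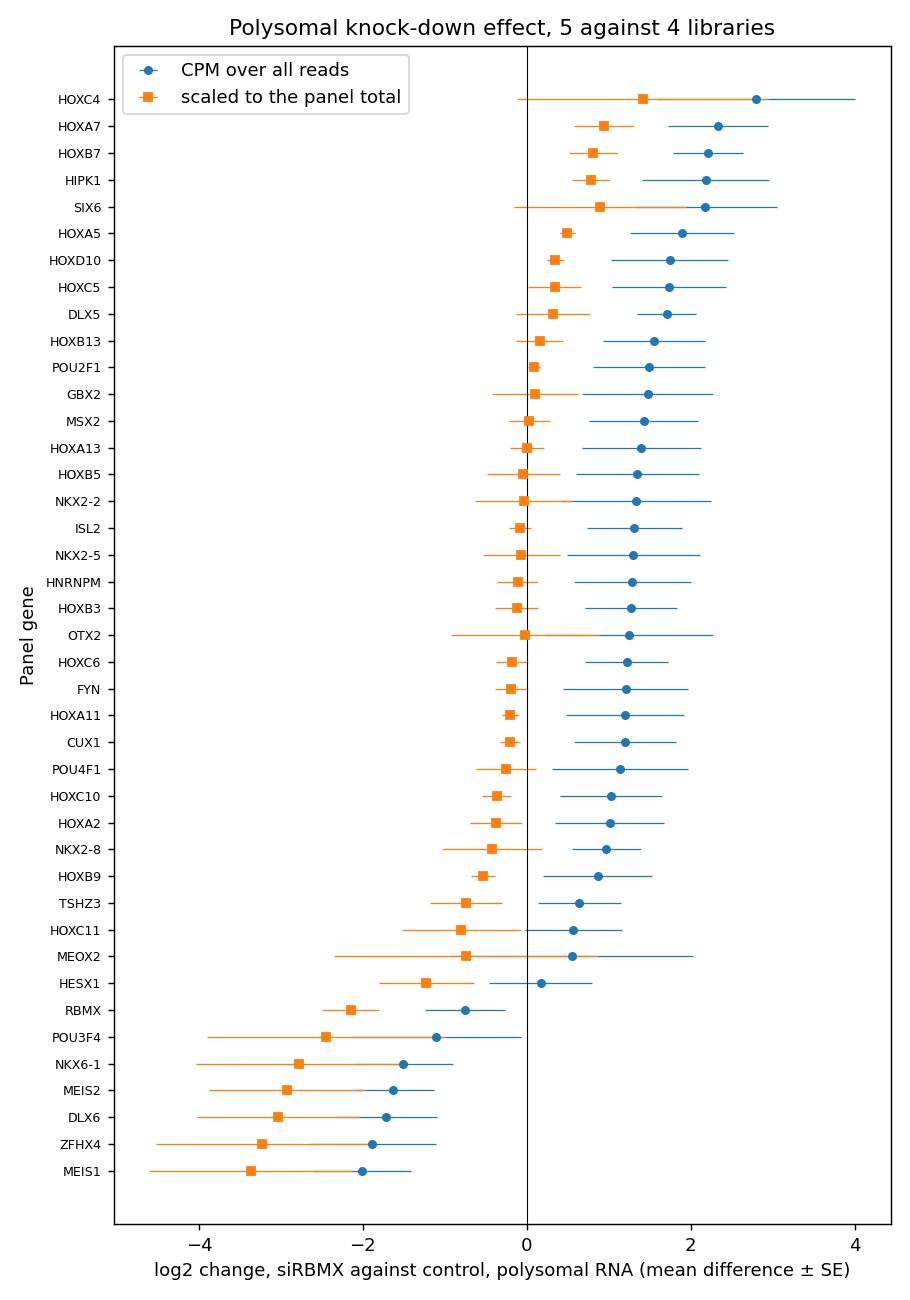
Log2 change in polysomal RNA, siRBMX against CTRL, for the genes named in the text, with SE bars, in 5 and 4 libraries, on CPM over all reads (circles) and scaled to the panel total (squares). Over all 57 panel genes the median lies at 1.19 on CPM and at -0.21 on the panel total.

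As a family, the DLX and MEIS genes had a median of -1.16 against 1.10 for the remaining panel genes with all 10 polysomal libraries (adjusted permutation p = 0.0320), with 2 of 5 members positive and none passing singly. At a pseudocount of 100 CPM the call was lost (adjusted permutation p = 0.177). DLX6, MEIS1 and MEIS2, the 3 negative members, stood at most at 79.3, 186 and 75.4 CPM in these libraries, and may be off-panel genes. Without CTRL polysomal replicate 1 the median was -1.63, and DLX5 rose while MEIS1 and MEIS2 fell, 3 members when adjusted over the list alone. With all 10 libraries the other lists did not stand apart. Their medians were 1.51 for HOXA, 1.23 for HOXB, 1.17 for HOXC, 2.28 for NKX, 0.23 for POU, 0.88 for the other homeobox genes, 0.81 for the homeodomain-like genes and 1.06 for the homeotic genes with a conserved 5′UTR element. Adjusted over the list alone, 4 HOXA, 3 HOXB, 2 HOXC and 1 homeodomain-like member passed.

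Whether polysomal and total effects differed was tested directly. No gene passed the limma interaction (lowest adjusted p = 0.985, and 0 genes at an unadjusted p under 0.05). Among the lowest p-values were those of HOXA2 at -3.71 ± 1.82 (SE), SIX6 at -3.29 ± 1.83, DLX5 at -3.14 ± 1.86 and HESX1 at -2.51 ± 1.73. RBMX had 0.25, FYN 0.25, HNRNPM 0.14 and HOXC10 -0.27. HOXA2, SIX6, DLX5 and HESX1 were listed at 0 in CTRL total replicate 5. In CTRL polysomal replicate 1, also of few reads, they stood at 6993 or 13986 CPM. Without the 3 libraries of few reads their interaction values were -0.63, -1.06, 0.16 and -0.42. Genes called in polysomal but not in total RNA numbered 0 with all libraries and 20 without the 3 libraries of few reads. In that smaller set the interaction called 0 genes, so a difference between the fractions was not shown. No list passed in the interaction (lowest adjusted permutation p = 0.276).

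In CTRL cells, no gene passed between polysomal and total RNA (exact rank-sum test, lowest adjusted p = 0.979, and 0 genes at an unadjusted p under 0.05). HOXB3 had a log2 difference of -2.64 ± 2.15 (SE), ISL2 -0.79 ± 0.77, HOXA2 3.60 ± 1.91 and SIX6 3.06 ± 1.75. HOXC6, HOXD10 and HOXC11 had -0.70, -0.52 and 2.22, and POU3F4, NKX6-1 and ZFHX4, which reached at most 108, 93.0 and 140 CPM in these libraries, had 1.26, 1.00 and 1.31. RBMX, FYN, HNRNPM and HOXC10 had -0.78, -0.21, 0.27 and 0.10. limma called 0 genes, with 1 at an unadjusted p under 0.05, and edgeR called 0 with either library size. No list passed (lowest adjusted permutation p = 0.441). HOXB3 was listed at 0 in CTRL polysomal replicate 1, and HOXA2 and SIX6 in CTRL total replicates 4 and 5, all libraries of few reads. Without these 3 libraries HOXB3, ISL2, HOXA2 and SIX6 had -0.10, -0.26, 0.51 and 0.83, while HOXC11 had 2.14.

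The RIP asked which mRNAs were recovered with tagged RBMX. Fold enrichment (FE) per replicate was the RBMX IP over its input, divided by the HA IP over its input. It reached 2 in at least 2 of 3 replicates for 39 of 57 genes (68.4%) and 4 for 29. HOXC10 (chromosome 12, 53985065 to 53990279) had FE of 24.9, 25.5 and 6.64. HOXA5 (chromosome 7, 27141052 to 27143668) had 16.1, 5.69 and 71.0, and CUX1 had 5.60, 5.56 and 3.61. The highest geometric means came from genes with few or no reads in the HA IP. These included HESX1, a pituitary gene, at 111 with 11 HA IP reads in all, TSHZ3 at 91.2 with 7, NKX2-2 at 46.0 with 6 and SIX6 at 39.9 with 3. MEOX2, NKX2-8, TSHZ3 and OTX2 had 0 reads in at least 1 HA IP, so their FE there was set by the pseudocount. MEOX2 and OTX2 were also listed at 0 in RBMX input replicate 2, where the pseudocount set the input as well. GBX2, HOXC5, OTX2, MSX2 and RBMX itself had geometric means of 37.7, 26.9, 25.3, 12.1 and 14.2. The lowest among well-covered genes were POU4F1 at 0.68, HOXB13 at 0.91, HOXA11 at 0.97, HNRNPM at 1.27 and HOXB5 at 1.49. FYN, the study's positive control for the RIP, had FE of 7.51, 3.57 and 0.62. Its geometric mean was 2.55 on CPM and 0.93 scaled to the panel total. In the panel lists, 6 of 9 HOXA (EVX1, with 1 HA IP read in all, among the 6), 2 of 5 HOXB, 6 of 6 HOXC, 3 of 5 NKX, 3 of 5 POU, 2 of 5 DLX and MEIS, 12 of 15 other homeobox, 2 of 3 homeodomain-like and 37 of 51 genes with a conserved 5′UTR element reached the count.

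**Figure D4:**
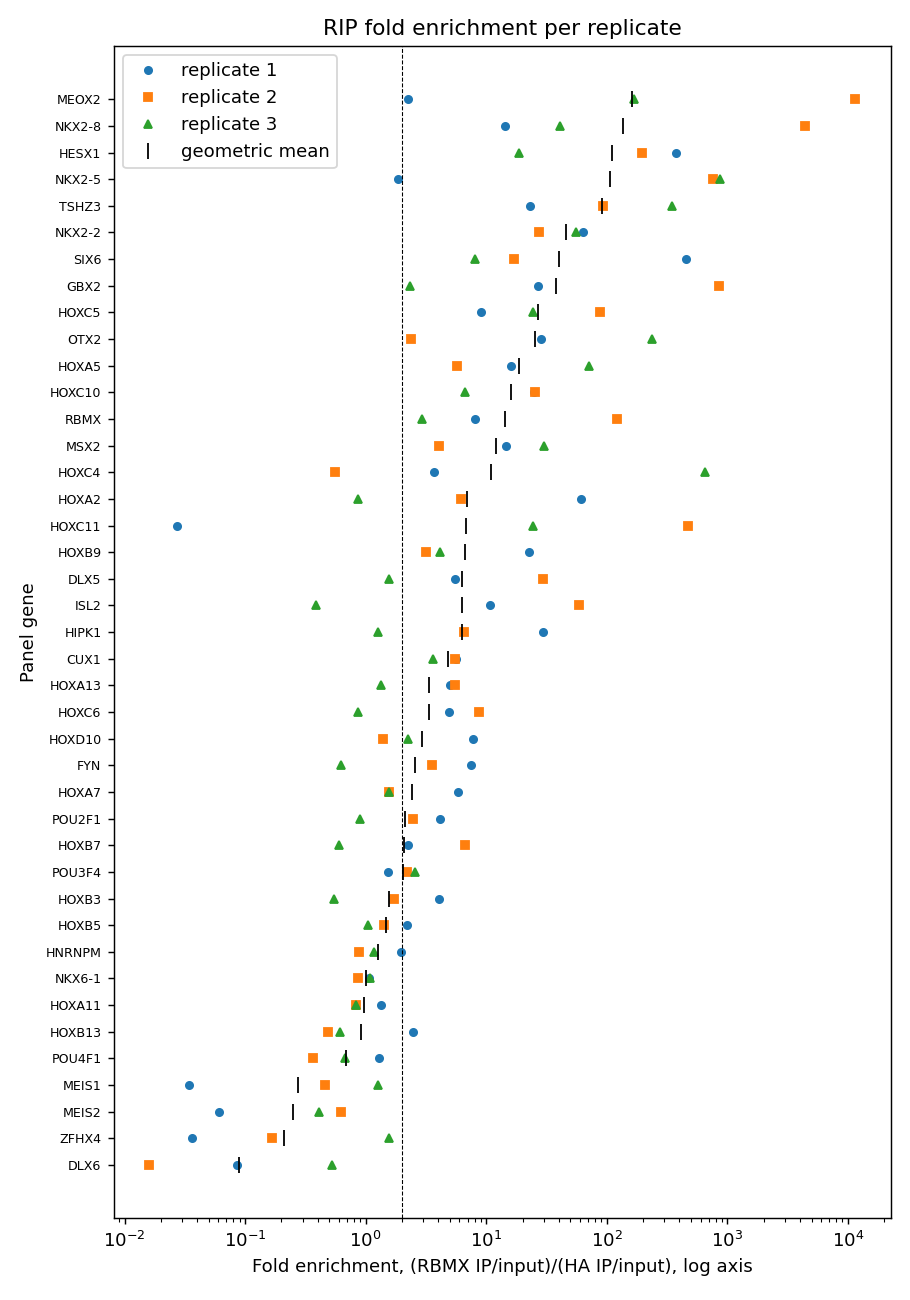
Fold enrichment of the genes named in the text in the 3 RIP replicates on a log axis, with the geometric mean as a tick and a dashed line at 2. HOXC10 lies above 2 in all 3 replicates, while HNRNPM lies below 2 in all of them.

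Tested with limma on the log2 IP over input ratios, 11 genes passed as enriched and 1, DLX6, as depleted at -3.48 ± 1.18 (SE, n = 3 and 3, adjusted p = 0.0954). At a pseudocount of 1 or 100 CPM no gene passed as depleted. DLX6 rested on 8, 3 and 1 reads in the HA IP and 0, 6 and 3 in the RBMX IP, and may be an off-panel gene, as the summed off-panel housekeeping genes stood at 490 CPM in the HA IP and 10.7 in the RBMX IP. Enriched genes included HESX1 at 6.80 ± 1.14 and NKX2-2 at 5.53 ± 0.93 (both adjusted p = 0.00940), HOXC5 at 4.75 ± 1.10, HOXC10 at 4.02 ± 1.07 and HOXA5 at 4.22 ± 1.25. SIX6, RBMX, TSHZ3, NKX2-8 and MEOX2 passed at 5.32, 3.83, 6.51, 7.10 and 7.35, the last 3 with the HA IP zeros described. For MEOX2 the zero in RBMX input replicate 2 entered too. FYN at 1.35 ± 1.10 and HNRNPM at 0.35 ± 1.08 did not pass. The other homeobox genes (median 4.66, adjusted permutation p = 0.000360) and the NKX family (5.53, 0.0473) lay above the remaining panel genes, and the DLX and MEIS families (-1.87, 0.0321) below them. Passing members adjusted over the list alone numbered 7, 3 and 1, with 1 for HOXA, 2 for HOXC and 10 for the genes with a conserved 5′UTR element. In the DLX and MEIS families DLX6, MEIS2 and MEIS1, which may be off-panel genes, had -3.48, -2.01 and -1.87, while DLX5 and DLX1 had 2.67 and 1.05. The other homeobox genes were also lower in the inputs labelled RBMX than in the HA inputs, which by itself raises their ratio. Most genes called as enriched were lower there too, such as MEOX2 (log2 difference -4.21), HESX1 (-1.56) and NKX2-8 (-0.96). NKX2-2 (0.23) and HOXC5 (0.36) were not. No single gene passed between the inputs. Scaled to HNRNPM the NKX family passed (adjusted permutation p = 0.0617), and at a pseudocount of 100 CPM it did not (0.282). The genes with a conserved 5′UTR element did not pass on CPM (median 2.52 against 0.17, adjusted permutation p = 0.111). Scaled to HNRNPM they passed (2.23 against -0.22, adjusted permutation p = 0.0922). This list holds most of the panel, so few genes remained to compare it with. Among those was HNRNPM, which scaling to itself fixes at 0. The pass therefore cannot show a link to 5′UTR elements. Scaled to the panel total, the count at FE of at least 2 was 25 and limma called 2 genes, HESX1 and NKX2-2. edgeR called 8 genes up with all reads as library size, and 3 up and 6 down with TMM factors. Without the HA arm, 11 genes reached a ratio of 2 and limma called 0. limma called 23 genes with no replicate block and 9, 0 and 17 without replicate 1, 2 and 3. The count was 21, 22 and 30 without replicate 1, 2 and 3, where FE had to reach 2 in both remaining replicates, a stricter rule than 2 of 3.

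The inputs asked whether the tagged-RBMX plasmid raised RBMX and altered the panel. RBMX stood at 7000, 800 and 5323 CPM in the inputs labelled RBMX and at 7840, 6775 and 7050 CPM in the HA inputs, so no rise was detected (log2 difference -1.21 ± 0.87 SE, limma adjusted p = 0.667). No gene passed in this comparison (lowest adjusted p = 0.393, with 6 at an unadjusted p under 0.05). HOXA5 had -1.10, MEIS2 1.47, HOXB9 -0.75, NKX2-5 -4.57, MEOX2 -4.21, HIPK1 -0.82, HESX1 -1.56, ISL2 -1.12 and DLX5 -0.95. FYN, HNRNPM and HOXC10 had -0.26, 0.07 and -1.12. The other homeobox genes had a median of -1.29 against -0.20 for the remaining genes (adjusted permutation p = 0.00225), and the DLX and MEIS families 0.86 against -0.38 (0.0758). The latter did not pass with median-of-ratios scaling (adjusted permutation p = 0.112) or at a pseudocount of 100 CPM (0.391). edgeR called 2 genes down with all reads as library size and 1 up with TMM factors, and without RBMX input replicate 1 limma called 1 gene.

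RIP-enriched and knock-down-changed genes could not be compared with all libraries, since no gene was called in either knock-down comparison. Without the 3 libraries of few reads, 13 of the 20 changed genes were among the 39 enriched ones (Fisher's exact test, two-sided p = 0.769).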

Values the study reported

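The study reported a panel of 50 genes, 38 of them core genes. It reported that 40 of all panel genes (80%) were enriched at least 2-fold in the RIP and that 32 had a fold enrichment of at least 4. The average fold enrichment was given as 5.45 for FYN and 1.43 for HNRNPM. The study counted 16 genes as upregulated at the polysomal level, and gave an average Spearman correlation of 0.83 between total RNA replicates.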

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

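The tests of technical and biological explanations here were chosen after the results were seen, except the counts of other splits, of which the count without libraries under 10 reads per panel gene was also chosen after.

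In groups of 5, several libraries lay far from the others, and chance flags about 1 group in 20. siRBMX total replicate 5 held 2760039 reads against at most 201646 in the others. HNRNPM stood at 148107 CPM in siRBMX total replicate 1. CTRL polysomal replicate 1, with 143 reads, stood highest for HOXC10 (34965 CPM) and for SIX6, HOXA2, DLX5 and HOXB7 (6993 CPM each, the value of 1 read). CTRL total replicate 5 stood highest for HOXB7 and HOXA13 (20000 CPM each, 2 reads of 100). siRBMX polysomal replicate 1 stood lowest for POU2F1 (27988 CPM), HOXB7 (3674) and HOXC6 (10211). It had the smallest panel share of its group (53.2%). Scaled to the panel total, its POU2F1 value (52639 CPM) lay within the range of its group, while HOXB7 (6909) and HOXC6 (19205) stayed lowest. ISL2 was lowest in CTRL polysomal replicate 3 (1721 CPM) and SIX6 highest in CTRL total replicate 2 (457). Scaled to the panel total, ISL2 in CTRL polysomal replicate 3 was instead highest of its group (19112 CPM). Low genes stood out in single libraries, namely POU3F4 in CTRL total replicate 1 (16.3 CPM), siRBMX total replicate 4 (9.51) and siRBMX polysomal replicate 4 (114), NKX6-1 and ZFHX4 in CTRL total replicate 1 (32.6 and 125) and HOXC11 in CTRL total replicate 3 (647). Outside the panel, RBMXL1, a retrocopy of RBMX, averaged 976 CPM in the RBMX IP, above the highest HA IP value of 208.

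Without the libraries under 10 reads per panel gene, 18 panel genes were called up in polysomal RNA. A smaller share of panel reads in the CTRL libraries may account for much of the rise, since HNRNPM itself had a log2 change of 1.29 on CPM (0.70 to 1.78 over fits without 1 library, exact adjusted p = 0.211), and the 18 genes had a median of 1.74 (quartiles 1.48 to 2.18) on CPM and 0.34 (0.08 to 0.81) on the panel total, where the calls ended because the changes fell under the fold minimum and the adjusted p rose. Higher homeotic mRNA after knock-down stays open, with a median of 0.46 relative to HNRNPM (0.16 to 0.61 over the same fits) for these 18 genes, chosen because they were called up, and of -0.09 over all 57 panel genes, 23 of them positive and 0 called. The count of 20 calls was reached by 2 of 100 splits of the 9 libraries, the real one included, and another gave 30, which points to a structure of the samples, so chance is not excluded for this set of libraries, itself chosen after the calls were seen.

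FE of at least 2 was found for 39 genes, and 25 kept it relative to the panel total. Whether a smaller panel share in the HA IP is the whole cause cannot be told apart from an enrichment, since 64.1% of genes kept it with all replicates and 71.4%, 59.1% and 43.3% without replicate 1, 2 and 3, where both of the others had to reach 2. The threshold of 0.5 of the genes for this test was set knowing the 25. Noise between IP libraries of few reads also stays open, with a median Spearman correlation of FE across genes of 0.34 between replicates (genes are not independent replicates). RNA bound to tagged RBMX stays open too, since the enriched genes exceeded HNRNPM in the RBMX IP over input by over 0.3 in 2 of 3 replicates (1.07, 0.76 and 0.05), but FE, by which they were chosen, holds that same ratio, and over all 57 panel genes the medians were 0.66, 0.04 and 0.03.

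No rise of RBMX was detected in the RBMX inputs over the HA inputs. An exchange of the HA and RBMX inputs stays open. RBMX in the HA input was 0.389 times its level in the 3 CTRL total libraries of at least 10 reads per panel gene, on the panel total, and in the RBMX input 0.257 times, so neither input was raised and nothing shows that the amplicon reads the plasmid. No biological explanation was tested.

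Every split reaches a count of 0 calls, so the other splits cannot test chance where the real count was 0. This was so in total RNA (100 of 100 splits, highest other 5) and for the interaction (100 of 100, highest other 2). It was also so between fractions in CTRL cells (100 of 100, highest other 19). In polysomal RNA with all libraries 100 of 100 splits reached 0 too, and the highest other, 27, points to a structure of the samples. The 10 splits of 3 against 3 are too few for a share under 0.05. The RIP test gave 12 genes in the real split and at most 1 in the others (1 of 10). The inputs gave 0 and at most 1 (10 of 10, which the count of 0 also fixes).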

How the results depend on the processing

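Libraries under 10 reads per panel gene, panel scaling with these left out, edgeR and the 45-gene panel were chosen after seeing the data. The 0 calls in total RNA held under all settings run except edgeR with TMM factors (8). The interaction and the fraction comparison gave 0 calls under all settings run.

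Polysomal calls, 0 with all libraries, numbered 20 without libraries of few reads, 10 with edgeR on all reads, 10 with TMM factors (edgeR also without those libraries) and 0 to 20 with single libraries left out (20 without CTRL polysomal replicate 1, 12 without siRBMX polysomal replicate 1). Genes called in polysomal RNA only numbered 20, 10 and 6 under the first 3 and 0 to 20 with libraries left out. With limma and the replicate block both counts were 4. Same-numbered libraries did not all deviate together (correlations from -0.37 to 0.59). They came closest in siRBMX polysomal and total RNA (-0.25 to 0.59, 3 of 5 closest to their own number), and per the study's methods total RNA pools fractions of a gradient. Not every library was closest to its own number, and the block changed no other count of the knock-down, fraction or input comparisons. Without libraries of few reads and of under 20% of reads on the panel the polysomal count was 0, with 5 against 3 libraries and a smallest exact rank-sum p of 0.0357.

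The RIP test (12 calls) gave 6 at a pseudocount of 1 CPM, 7 at a minimum of 1 CPM, 5 with no minimum, 2 with median-of-ratios scaling, 7 scaled to HNRNPM, 2 scaled to the panel total, 23 with no replicate block, 0 in the RBMX arm alone and 0 to 17 with replicates left out (0 without replicate 2). The count at FE of at least 2 (39) was 17 with median-of-ratios scaling, 25 on the panel total, 11 in the RBMX arm alone and 21 to 30 with replicates left out. At FE of at least 4 (29) it was 14, 14, 4 and 13 to 22. With a replicate left out both others had to reach the FE, so the missing replicate and the stricter rule act together. The inputs gave 2 at a minimum of 1 CPM, 2 with no minimum, 2 with edgeR on all reads, 1 with TMM factors and 0 to 1 with libraries left out. RIP-enriched genes among changed genes numbered 13 without libraries of few reads. Lists passing for polysomal RNA fell from 1 to 0 at a pseudocount of 100 CPM, for the RIP test from 3 to 2 there (NKX family, adjusted permutation p = 0.282) and rose to 4 scaled to HNRNPM (genes with a conserved 5′UTR element, 0.0922), and for the inputs fell from 2 to 1 at a pseudocount of 100 CPM and with median-of-ratios scaling.

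With TMM factors RBMX turned to -2.52 in total and -1.83 in polysomal RNA and HNRNPM to -1.61 in the RIP test. FE of FYN turned to 0.70 with median-of-ratios scaling and 0.93 on the panel total. For all of these the cause was not tested. Signs of named genes changed 140 times over the settings. RBMX, not called on CPM (0.68 in total and 0.93 in polysomal RNA), turned to -0.22 and -0.15 scaled to HNRNPM, -0.21 and -0.14 on the panel total, and -1.16 and -0.75 without libraries of few reads. Of the other values of single genes, 2249 kept their call, 96 lost one and 43 gained one, and 30 moved beyond the replicate SD. Depth limits the CTRL libraries most, where 1 read is worth up to 10000 CPM.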

Other observations

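The test of gene span below was chosen after long genes had been seen among off-panel reads.

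RBMXL1 stood at 1152 ± 202 CPM (SD, n = 3) in the HA input and 410 ± 227 in the RBMX input, and at 104 ± 104 in the HA IP and 976 ± 176 in the RBMX IP. The RBMX paralogs and retrocopies together gave 981 CPM in the RBMX IP and 142 in the HA IP. Mitochondrial transcripts averaged at most 24.9 CPM in any group. The 8 abundant housekeeping genes summed to 490 ± 225 CPM in the HA IP and 10.7 ± 6.16 in the RBMX IP, and markers of other cell types to 271 ± 188 and 11.2 ± 9.95. In the HA input these were 327 and 24.9 CPM, and in the RBMX input 1448 and 52.8 CPM. In the knock-down libraries housekeeping genes summed to 226 (CTRL total), 118 (siRBMX total), 588 (CTRL polysomal) and 290 CPM (siRBMX polysomal), and markers of other cell types to 112, 28.7, 176 and 48.9 CPM.

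TTN, which encodes the muscle protein titin, averaged 1413 ± 1088 CPM (SD, n = 5) in CTRL polysomal and 1137 ± 1032 (SD, n = 3) in HA IP libraries. Reads from genomic DNA or unspliced RNA may contribute, as a hypothesis. Across 18658 off-panel genes, the Spearman correlation of CPM with gene span was 0.46, 0.26 and 0.41 in the 3 libraries with under 20% of reads on the panel, lowest in CTRL polysomal replicate 3. It was as high in libraries with more reads on the panel, such as CTRL polysomal replicate 4 (0.48, 39.1% on the panel), siRBMX polysomal replicate 1 (0.47, 53.2%) and siRBMX polysomal replicate 2 (0.44, 85.0%), so it is not particular to those 3. The values of the 3 libraries lie between the bounds set for and against the hypothesis, which is left undecided, and genes are not independent replicates.

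Without libraries under 10 reads per panel gene, a minimum that the study also applied, 18 genes were called up in polysomal RNA and 0 in total RNA, out of 57 candidate genes. The value quoted above is for the study's own panel, so the counts are not of the same genes. In total RNA the smallest exact rank-sum p was 0.0357 with 5 against 3 libraries, against 0.0159 in polysomal RNA. Passing thus needed more genes at the smallest p in total RNA. The median log2 difference over the panel on CPM was 1.21 in total and 1.19 in polysomal RNA. The 0 in total RNA therefore does not show a rise confined to polysomal RNA. The 18 fell to 0 on the panel total, and to 0 when CTRL polysomal replicate 3 was also left out. FYN, the study's positive control for the RIP, had an FE of 3.90 as an arithmetic mean and HNRNPM, its negative control, 1.35. Both lay below the quoted values. FYN did not pass the limma RIP test (adjusted p = 0.393), and its geometric mean FE on the panel total was 0.93.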
